# Differential expression profiles and functional prediction of circRNA in mice with traumatic heterotopic ossification

**DOI:** 10.3389/fimmu.2022.1090529

**Published:** 2023-01-12

**Authors:** Zheng Wang, Xinzeyu Yi, Yuhang Liu, Qiaoyun Liu, Zonghuan Li, Aixi Yu

**Keywords:** Achilles tenotomy, heterotopic ossification, circRNAs, microarray, miRNAs, circRNA-miRNA-mRNA interaction network

## Abstract

**Background:**

Traumatic heterotopic ossification (HO) is an intractable sequela incited by inflammatory insult. To date, the exact molecular mechanisms of traumatic HO formation remain unclear. Recent studies have indicated that circular RNAs (circRNAs) participate in various human skeletal diseases. Although the formation of HO recapitulates many programs during bone development and remodeling, few data are available concerning whether circRNAs could participate in this pathological osteogenesis.

**Methods:**

To investigate the differentially expressed circRNAs (DE-circRNAs) in HO formation, microarray assay was performed to analyze the circRNA expression profile in four pairs of mice HO tissues and normal tissues. Then, qRT-PCR was applied to verify the microarray data. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses showed the biological functions of the differentially expressed circRNAs target genes. Cytoscape software was used to construct the circRNA–miRNA–mRNA network for circRNAs with different expression levels as well as the target genes.

**Results:**

We demonstrated that 491 circRNAs were significantly differentially expressed in mouse HO tissues by a fold-change ≥ 2 and p-value ≤ 0.05. Among them, the expressions of 168 circRNAs were increased, while 323 were decreased. The expression levels of 10 selected circRNAs were verified successfully by qRT-PCR. GO analysis exhibited that these DE-circRNAs participated in a series of cellular processes. KEGG pathway analysis revealed that multiple upregulated and downregulated pathways were closely related to the DE-circRNAs in HO mice. The circRNA-miRNA-mRNA networks demonstrated that DE-circRNAs may be involved in the pathological osteogenesis of HO through the circRNA-targeted miRNA-mRNA axis.

**Conclusion:**

Our study first demonstrated the expression profiles and predicted the potential functions of DE-circRNAs in mice traumatic HO, which may shed new light on the elucidation of mechanisms as well as provide novel potential peripheral biological diagnostic markers and therapeutic targets for traumatic HO.

## 1 Introduction

Traumatic heterotopic ossification (HO) is defined as the pathological formation of bone and cartilage matrix in soft tissues, which could occur in the context of arthroplasty, bone fractures or dislocations, traumatic brain and spinal cord injuries, and severe burns (1). This intractable disorder can lead to severe symptoms and consequences, including chronic pain, reduced range of joint motion, impaired prosthetic wearing, neurovascular compression, and skin damage, resulting in poor quality of life (2). Currently, surgical excision of the lesion is the only standard therapeutic option for symptomatic HO, but it exhibits a high recurrence rate (3). Other prophylactic measures are limited to radiation therapy and nonsteroidal anti-inflammatory drugs, such as indomethacin, which can result in severe complications (4). To date, the exact molecular mechanisms of traumatic HO formation remain unclear, leading to the stagnation in the development of safe and effective treatments.

Histologically, traumatic HO is believed to develop through a process of endochondral ossification involving four stages: inflammation, chondrogenesis, osteogenesis, and maturation stages (1, 5, 6). Recently studies have demonstrated that Inflammatory cells, specifically myeloid cells, play a major role in this form of pathological osteogenesis (7, 8). Enrichment of macrophages has been identified in HO tissues and both M1 and M2 macrophages are involved in facilitate HO formation in different ways (8). After acute inflammatory insult, tissue-resident mesenchymal progenitor cells (TMPCs) are recruited and located in the injury site (9, 10). Simultaneously, local macrophages produce TGF-β1 that has been identified to accelerate chondrogenesis and osteogenesis in TMPCs, which is a fundamental process for endochondral ossification (7, 8). In addition, many studies have revealed that macrophages and their secreted cytokines are important regulators in fracture healing and bone development (11, 12). Therefore, these observations during the process of traumatic HO formation recapitulate many programs of bone development and remodeling (4), suggesting overlapping mechanisms between developing bone and HO, such as the intimate coupling of circular RNAs (circRNAs) and osteogenesis (13–15).

CircRNAs are a group of non-coding RNAs with a covalently closed continuous loop which are highly conserved and commonly found in mammalian cells (16). Most circRNAs in eukaryotic cells are spliced from exons and located in the cytoplasm and their primary regulatory mode is to act as miRNA sponges, which can competitively bind miRNA to relieve the inhibition of miRNA on its downstream target genes, thereby increasing the expression level of target genes (17). The roles of circRNAs in the development of skeletal diseases, including bone defects, osteoporosis, osteoarthritis and osteonecrosis of the femoral head (ONFH), have been reported (18, 19). During the initiation and development of these diseases, the circRNA-miRNA-mRNA regulatory axis plays a major role in regulating the osteogenic differentiation of stem cells from different origins. For instance, Yu et al. indicated that the knockdown of circ_0003204 could promote the osteogenic differentiation of human adipose-derived stem cells through regulating miR-370-3p/HDAC4 axis in repairing bone defects (20). Li et al. found that circRNA_0001795 could sponge miRNA-339-5p to increase the expression of yes-associated protein 1 and facilitate the osteogenic differentiation of bone marrow mesenchymal stem cells (BMSCs) in attenuating osteoporosis progression (21). Feng et al. demonstrated that circHGF could inhibit the binding of miR-25-3p to SMAD7, thus suppressing the osteogenic differentiation of BMSCs and leading to ONFH (22).

However, few data are available concerning whether circRNAs could participate in the pathological osteogenesis of HO. In this study, we established a mouse traumatic HO model, and then performed the microarray assay to examine the expression profiles of circRNAs in the ectopic bone lesions from HO mice. In addition, we predicted the potential functions of the differentially expressed circRNAs (DE-circRNAs) by Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses as well as constructing the circRNA-miRNA-mRNA networks. The procedures of the whole experiment are shown in **Figure 1**.

**Figure 1:**
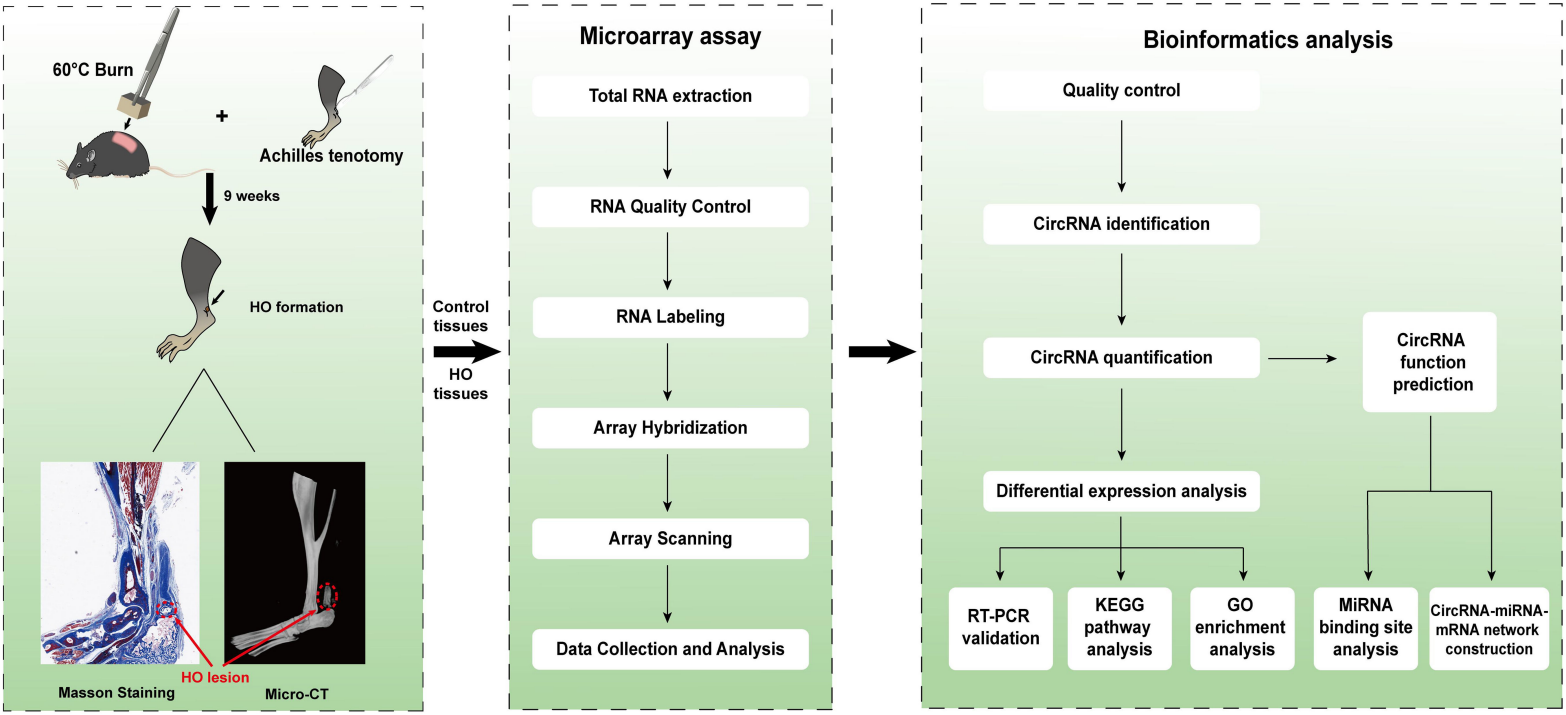
Schematic diagram of the analytical procedures used in this study.

## 2 Materials and methods

### 2.1 Animals

Eighteen male Wild-type C57BL/6 mice (aged 6-8 weeks, weighing 18–20 g) were purchased from the Sibeifu Biotechnology Co., Ltd. (Beijing, China). Animals were maintained in a temperature-regulated (23-25°C) and humidity-controlled (50% relative humidity) room with a light/dark cycle of 12 h day/night. Mice were allowed free access to food and water. All animal experiments were conducted according to the guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health, and were subjected to the approval by the Experimental Animal Welfare Ethics Committee of Zhongnan Hospital of Wuhan University.

### 2.2 Establishment of mice traumatic HO model

The mice were randomly divided into a HO and a control group (n = 9). The mice in the HO group underwent Achilles tenotomy and skin burn to induce ectopic bone formation at Achilles tendon sites (**Figure 2A**), as previously described (23). After being anesthetized by intraperitoneal injection of pentobarbital sodium (5 mL/kg; Sigma-Aldrich, USA), a longitudinal incision was performed along the medial aspect of the left Achilles tendon. Then, shaving the dorsum of the mouse and exposing the skin. Mice received a 30% total body surface area partial-thickness burn on the shaved dorsum, with an aluminum block weighing 35 g with approximate measurements 2 cm x 2 cm x 3 cm heated to 60°C in a water bath for 17 sec. In order to achieve the consistency of burn depth in mice, ensure that the entire surface area of the block is in contact with the mouse and avoid additional pressure other than gravity to the block. The mice in control were only subjected to a longitudinal skin incision without skin burn and Achilles tenotomy. The left leg incision was closed in layers using 4-0 sutures in both groups. Animals were injected subcutaneously with Meloxicam analgesic (0.2 mg/kg) after surgery.

**Figure 2:**
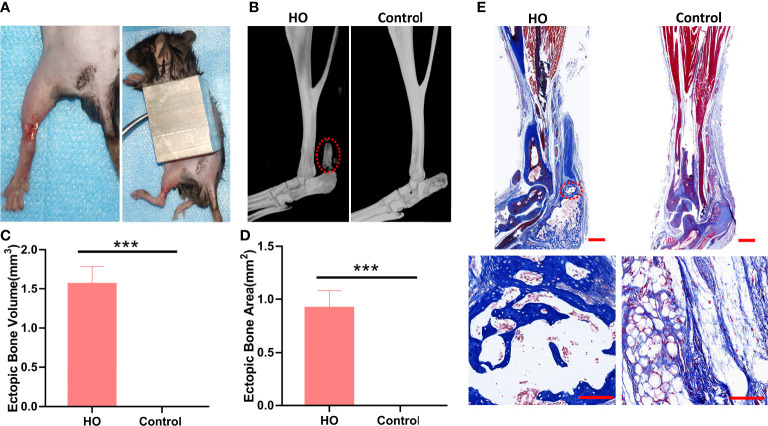
Identification of the HO model. **(A)** Surgical procedures for induced traumatic HO by Achilles tenotomy and burn injury. **(B)** Micro-CT reconstruction images of Achilles tendon (red circle) in HO and control groups 9 weeks after surgery. **(C)** Micro-CT quantifications of ectopic bone volume in the injury sites (n = 4). **(D)** Masson staining of Achilles tendon in each group 9 weeks after surgery. The ectopic bone appears dark blue (red circle), while the tendon appears light blue. Original magnification: ×1 (top row); ×20 (bottom row). **(E)** Histomorphometric quantifications of ectopic bone areas in the injury sites (n = 4). *** indicates that p < 0.001.

### 2.3 Micro-CT and histological analysis for HO formation

At 9 weeks after surgery, the left hind limbs were collected from both groups for scanning using a high-resolution micro-CT system (SkyScan 1176; Bruker microCT, Kontich, Belgium) to examine the HO formation (n = 5). Scans were conducted with the same settings: 89-kV polychromatic x-ray beam, 256 μA current and an exposure time of 81 milliseconds per 180o rotation. Images were processed using NRecon Reconstruction software (Bruker) to align scan images and generate reconstructed 3D and cross-sectional images. Total new bone (differential new bone from native bone) formation was calculated using Bruker micro-CT volumetric software (version 1.14.10.0). After micro-CT analysis, the left hind limbs were processed and stained with Masson’s Trichrome Stain Kit (Baiqiandu, Wuhan, China) following the manufacturer’s instructions. The sections were visualized under a light microscope (Olympus, Japan). Images were captured using an optical Lightools Imaging System and the ectopic bone areas were calculated using the ImageJ software 1.8 (Bethesda, MD, USA).

### 2.4 RNA labeling and assay hybridization

At 9 weeks after surgery, tissues were harvested from the tendon insertion into the calcaneus to the distal gastrocnemius in both groups (n = 4). The TRIzol reagent (Invitrogen Life Technologies, CA, USA) was applied to extract the total RNA from HO lesions and normal tissues. Sample labelling and array hybridization were conducted according to the manufacturer’s protocol (Arraystar, MD, USA). Firstly, in order to remove linear RNAs and enrich circular RNAs, Rnase R (Epicentre, WI, USA) was used to digest the total RNAs. Then, the enriched circular RNAs were amplified and transcribed into fluorescent cRNA *via* a random priming procedure with Arraystar Super RNA Labeling Kit (Arraystar). Thereafter, purifying the labeled cRNAs (pmol Cy3/μg cRNA) with the RNeasy Mini Kit (Qiagen, Dusseldorf, Germany) and then measuring the concentration and specific activity of the labeled cRNAs by the NanoDrop ND-1000. Subsequently, 5 μl 10 × blocking solution and 1 μl of 25× fragmentation buffer was applied to fragment each labeled cRNA (1μg) at 60°C for 30 min. After that, 25 μl 2× hybridization buffer was added to dilute the labeled cRNA. Then, 50 μl of hybridization solution was allocated into the gasket slide and assembled to the circRNA expression microarray slide. The slides were heated at 65°C for 17 hours in an Agilent Hybridization Oven. Finally, the hybridized arrays were washed, fixed and scanned with the Agilent Scanner G2505C (Agilent Technologies, CA, USA).

### 2.5 Microarray analysis of circRNAs

Scanned images were imported into Agilent Feature Extraction software for raw data extraction. With the help of the R software limma package, we performed a differential analysis of these circRNAs. After quantile normalization of the raw data, we conducted the low-intensity filtering and then selected the circRNAs with flags in Present or Marginal (“All Targets Value”) for further analyses. Fold change filtering was applied to identify differentially expressed circRNA (DE-circRNAs) between HO lesions and normal tissues. Student’s t-test was employed to evaluate the statistical significance of the difference. CircRNAs with fold changes ≥2 and *P* ≤ 0.05 are selected as the significantly differentially expressed.

### 2.6 Quantitative real-time PCR validation

Ten DE-circRNAs including five upregulated and five downregulated circRNAs were randomly selected to verify the authenticity of the microarray data, as shown in **Table 1**. Quantitative real-time PCR (qRT-PCR) was conducted using a 2× PCR master mix (Arraystar) on a QuantStudio5 Real-time PCR System (Applied Science, USA). The specific primer pairs used in the study are listed in **Table 1**. The reaction program was set as follows: for 10 min at 95°C, and 40 PCR cycles (95°C, 10 s and 60°C, 60 s (fluorescence collection)). U6 was used as a housekeeping gene for standardization. The relative expressions of circRNAs were calculated with the 2-ΔΔCt method.

**Table 1:** The primer list was used for real-time quantitative PCR.

Gene name	Bidirectional primer sequences (5’-3’)	The length of the product (bp)
U6	F:GCTTCGGCAGCACATATACTAAAAT R:CGCTTCACGAATTTGCGTGTCAT	89
mmu_circRNA_43813	F:AGGTCAGAAGATAGTTTTCCCAGG R:TTCTGCTGCTATTTTTCGTTCC	73
mmu_circRNA_34414	F:AGAACCCGAGGGAGACCTTATC R:CTAAGAAGATGGTGAACCTCTGAGC	179
mmu_circRNA_21813	F:AATACTGGTTTGCTGTTCCCC R:ACTATCTCTGCATTTTGTTTGGC	191
mmu_circRNA_24245	F:TTACTTTGCCACATTGGAGTATA R:TCTGTTAGGGATTTTAGGTGGA	172
mmu_circRNA_37783	F:CCACCACCACGACGAAGACT R:CTGCCTACCTCACCGTTCTTTAC	90
mmu_circRNA_36033	F:CGTCCACGAGTATGTGCTTTA R:CATCAGGGAGGCATCCAGGT	139
mmu_circRNA_000595	F:TCAGCGATTTATACAACGAGGCT R:CACTGTCGCCACTGGATTCA	77
mmu_circRNA_35735	F:TGTTTCCCGCATCTACGCA R:ACGAAGGAGGCATCCGACTG	203
mmu_circRNA_41256	F:GGACATCGTAGGCTCTGAGG R:TCCGTAGGTAGTTTTGGAAATC	100
mmu_circRNA_41257	F:AGGAGGGCGGGGAAAATG R:GTAGTCTTCGTCCAGTTTGCTCAA	81

### 2.7 Statistical analysis

Statistical analyses were performed using GraphPad Prism 7.0 (GraphPad Software, CA, USA). All relevant data are expressed as the mean ± standard deviation (means ± SD). Student’s t-test was applied to evaluate the difference between the two groups. Statistical significance was set at *P* < 0.05.

### 2.8 Bioinformatics analysis

To predict the function of the target genes of circRNAs, GO and KEGG pathway analyses were performed for further bioinformatics analysis. The circRNA/miRNA interaction was predicted with Arraystar’s home-made miRNA target prediction software based on TargetScan and miRanda. CircRNA-miRNA-mRNA regulatory networks were established by Cytoscape.

## 3 Results

### 3.1 Validation of the establishment of traumatic HO model

At 9 weeks after surgery, we evaluated the pathological formation of bone matrix in the Achilles tendon. Micro-CT examinations indicated that all mice underwent both Achilles tenotomy and skin burn injury developed traumatic HO, with obvious circular high-density shadow at the surgical site, and the average volume of ectopic bone was (1.56 ± 0.224) mm3 (**Figures 2B, C**). In contrast, no mice developed traumatic HO in the control group. Masson staining showed the ectopic bone formation in the HO group with bone trabecular and bone marrow structures (**Figures 2D, E**), which further proved that the mice HO model was successfully established.

### 3.2 Expression profiles of altered circRNAs in HO tissues

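Tissue from the tendon insertion at the calcaneus to the distal gastrocnemius was taken 9 weeks after surgery from 4 mice with Achilles tenotomy and burn (HO group) and from 4 mice with a skin incision only (control group), and each RNA was treated with RNase R, an enzyme that digests linear RNA, labelled with Cy3 and hybridized to 1 array. The authors deposited the scanner output of each array, with a background-corrected processed signal for every spot, and a table of normalized log2 values. Each array carries 14236 circRNA probes. Between 12419 and 13840 of them were well above background on the control arrays, 13430.5 ± 676.7 (SD, n = 4), and between 9922 and 12129 on the HO arrays, 11215.8 ± 989.1 (SD, n = 4). Every HO array detected fewer circRNAs than every control array (two-sided exact permutation test, p = 0.029, the smallest that 4 arrays against 4 allow). The log2 processed signal was quantile normalized, and 12813 circRNAs that were well above background on at least 4 of the 8 arrays were tested with limma. The methods name quantile normalization, a low-intensity filter and limma; the use of the processed signal, leaving out spots marked as outliers, and limma's moderated test in place of the methods' t-test were choices made here. The files list the circRNAs by probe number only. The 20 circRNAs of Table 2 were joined to probes through the fold change and P value printed there, which equal those of 1 probe each in the deposited table (largest relative difference 1.5e-08 in fold change and 1.2e-06 in P). The other circRNAs have no name here. All 4 HO arrays lie in one row of the slide and all 4 control arrays in the other, so slide row and group cannot be told apart.

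**Figure D1:**
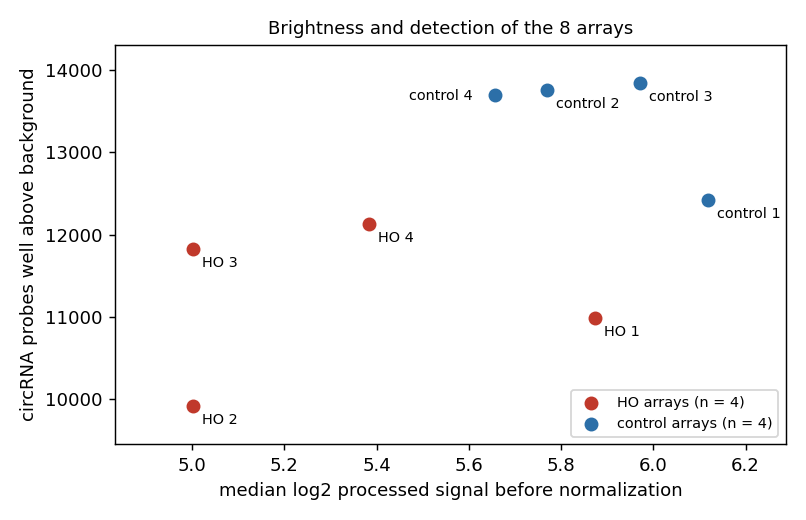
Number of the circRNA probes that were well above background on each array (vertical axis) against the array's median log2 processed signal before normalization (horizontal axis), 1 point per array. The HO arrays lie at or below 12129 detected probes and the control arrays at or above 12419.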

Four pairs of mice HO tissues and normal tissues were analyzed using microarray assay to characterize the expression profile of circular RNA in HO tissues. The box plot demonstrated that the distribution of normalized intensity values was similar after normalization in the tested samples (**Figure 3A**). 

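Before normalization, the median log2 processed signal of the circRNA probes was 5.32 ± 0.41 (SD, n = 4) on the HO arrays and 5.88 ± 0.21 (SD, n = 4) on the control arrays (two-sided exact permutation test, p = 0.086). The interquartile range was 3.22 ± 0.27 on the HO arrays and 2.59 ± 0.13 on the control arrays, and each HO array had a wider range than each control array (p = 0.029 from the same exact test). After quantile normalization the median was 5.60 and the quartiles were 4.19 and 7.09 on all 8 arrays, which quantile normalization gives by construction. In the table of normalized values that the authors deposited, the medians lay between 7.41 and 7.42.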

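Over the 12776 tested circRNAs with a value on every array, the mean Euclidean distance was 96.7 between arrays of different groups and 63.4 between arrays of the same group. Of the 35 ways to split the 8 arrays into groups of 4, the real one gave the largest difference between these distances, 33.4 (one-sided exact permutation test, p = 0.029, the smallest the design allows). The first principal component held 63.2% of the variance, with the control arrays between -61.3 and -18.5 and HO 1, HO 2 and HO 4 between 23.2 and 78.7. HO 3 lay at -8.20. In average-linkage clustering of all tested circRNAs, the 4 control arrays fell in 1 branch together with HO 3, and the other 3 HO arrays in the other branch. With only the 9562 circRNAs that were well above background on all 8 arrays, the 4 HO arrays fell in 1 branch and the 4 control arrays in the other. HO 3 and HO 4 both fell with the control arrays under 75th percentile scaling, under median scaling and on the deposited values, and HO 1, HO 3 and HO 4 did so on the 1000 circRNAs of highest variance.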

The hierarchical clustering revealed diacritical circRNA profiles from four pairs of samples on the ground of their expression level (**Figures 3B, C**), suggesting that circRNAs have different expression profiles between HO lesions and normal tissues. The volcano plot was established to identify the significant differences between HO and control groups (fold change ≥ 2, *P* < 0.05) (**Figure 3D**). 

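At a fold change of at least 2 and an unadjusted p of at most 0.05, limma called 1756 of the 12813 circRNAs tested on the scanner values. After Benjamini-Hochberg adjustment over all circRNAs tested, 3569 had an adjusted p of at most 0.05 at any fold change, and 1557 of the 1756 were among them. The groups did not overlap, with all 4 HO arrays above or all 4 below the control arrays, for 30.9% of the circRNAs tested, against 2.86% by chance. The background correction moved the count of 1756 most among the processing steps. It was 166 on the authors' deposited values and 200 with limma's normexp correction and an offset of 50, both of which raise dim signals and shrink their fold changes. On the deposited values, the methods' t-test called 164 circRNAs at 2-fold and 491 at 1.5-fold, and 323 of these 491 had an adjusted p of at most 0.05 over the 12795 circRNAs tested. With each array left out in turn, the count of 3569 lay between 1759, without control 4, and 5185, without HO 3. From the clustering of the samples, the paper proposes that circRNAs have different expression profiles in HO lesions and normal tissues.

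**Figure D2:**
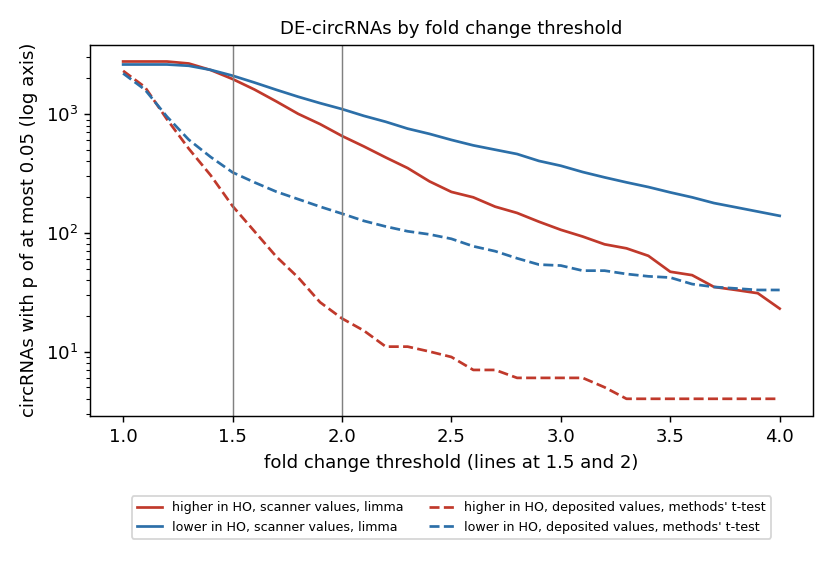
Number of circRNAs with an unadjusted p of at most 0.05 (vertical log axis) at each fold change threshold (horizontal axis), for circRNAs higher and lower in HO. Solid lines show the scanner values tested with limma and dashed lines the deposited values with the methods' t-test; the grey lines mark 1.5-fold and 2-fold, between which the counts on the deposited values drop from 168 to 19 for rises and from 323 to 145 for falls.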

Totally 491 circRNAs were significantly altered in HO lesions compared with normal tissues. Of which, 168 circRNAs were upregulated and 323 circRNAs were downregulated. Among them, mmu_circRNA_29625 showed the highest fold change in expression level, while mmu_circRNA_018683 showed the lowest. 

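On the scanner values, 654 of the 1756 circRNAs were higher in HO and 1102 were lower, so 37.2% were higher. The split depended on scaling, background correction and filter. With 75th percentile scaling 14.3% were higher, with median scaling 44.0%, on the deposited values 12.0%, with normexp and an offset of 50 13.0%, without background correction 22.5%, and among circRNAs well above background on all 8 arrays 50.2%. That last filter drops a circRNA that fell below detection on any HO array, so the change itself partly decides what is kept. It left 498 rises and 495 falls, so its share does not describe all circRNAs tested. Among the 3569 circRNAs at an adjusted p of at most 0.05 in limma, 1810 were higher in HO and 1759 lower. That split moved to 1443 higher and 3134 lower with 75th percentile scaling and to 2925 and 1956 with median scaling. Among circRNAs well above background on all 8 arrays it was 1749 and 1143. It stayed near even on the deposited values, at 1261 and 1228. Of the 1102 circRNAs that were lower, 106 were not well above background on any HO array and have only a bound there, while 1 of the 654 that were higher was not well above background on any control array.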

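The log2 normalized intensity of mmu_circRNA_29625, an exonic circRNA of Pdia5 on chromosome 16 in Table 2, was 13.90 ± 0.28 (SD, n = 4) on the HO arrays and 11.52 ± 0.16 (SD, n = 4) on the control arrays, a log2 fold change of 2.38 (standard error 0.18, adjusted p = 0.0011 from limma with Benjamini-Hochberg adjustment). With each array left out in turn it stayed between 2.26 and 2.47. Among the circRNAs well above background on at least 1 array of each group, it ranked 8 by the size of the rise on the scanner values. The largest rise there was that of mmu_circRNA_24245, an exonic circRNA of Cdc27 on chromosome 11. Its log2 fold change was 3.13 (standard error 0.40, adjusted p = 0.0033 in limma). On the deposited values mmu_circRNA_29625 had the largest rise, with a log2 fold change of 2.44 against 2.32 for mmu_circRNA_24245. The probes ranked 2 to 5 on the scanner values were dim in control, with log2 means of 2.38 to 4.57. On the deposited values their log2 fold changes were only 0.29 to 0.89. The place of mmu_circRNA_29625 thus depends on how dim signals are processed. For mmu_circRNA_018683, on chromosome 17, the log2 intensity was 9.69 ± 1.16 on the HO arrays and 12.88 ± 0.17 on the control arrays, a log2 fold change of -3.20 (standard error 0.49, adjusted p = 0.0045 in limma), between -3.60 and -2.68 with each array left out. Only the unnamed probe ASCRP4005111 fell further on the scanner values, with a log2 fold change of -3.41 (standard error 0.52). On the deposited values that probe fell less, at -2.20 against -3.05 for mmu_circRNA_018683. For each of the 3 named circRNAs, which Table 2 took from the same arrays for their change, all 4 HO arrays lay on one side of all 4 control arrays (two-sided exact permutation test, p = 0.029). The unnamed probe was chosen by a rule that requires this.

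**Figure D3:**
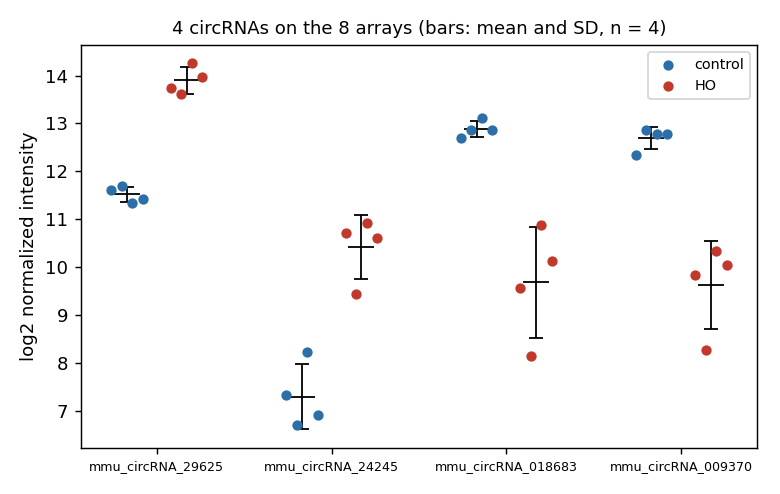
Log2 normalized intensity (vertical axis) of 4 circRNAs of Table 2 on the 4 HO and 4 control arrays; points are arrays and bars show the mean and SD. For mmu_circRNA_29625 the groups are centred at 13.90 and 11.52, and no HO array overlaps the control arrays for any of the 4 circRNAs.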

The distribution of the DE-circRNAs in chromosomes showed that most of the circRNAs were transcribed from chr2, chr6, chr17, and seldom from chrX, chrY and chrM (**Figure 3E**). The top 10 upregulated and top 10 downregulated circRNAs are shown in **Table 2**.

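All 20 circRNAs of Table 2 were well above background on all 8 arrays, changed at least 2-fold on the scanner values in the direction given there, and had an adjusted p of at most 0.05 in limma. Table 2 took them from the same arrays for their change, so their direction and size are no separate test. For 19 of them the groups did not overlap. The exception was mmu_circRNA_007951 (two-sided exact permutation test, p = 0.057). The fall with the largest standard error was that of mmu_circRNA_20066, at 11.07 ± 2.14 (SD, n = 4) on the HO arrays and 13.82 ± 0.25 (SD, n = 4) on the control arrays. Its log2 fold change was -2.74 (standard error 0.88, adjusted p = 0.045 in limma), and its adjusted p was above 0.05 in 11 of 25 alternative settings. With each array left out in turn, its log2 fold change ran from -3.33, without HO 3, to -1.76, without HO 2. Of the 10 circRNAs that fell, 7 lie on chromosome 17 and have no transcript in Table 2, and 2 come from Calm3 on chromosome 7. The log2 fold changes of these 7 lay between -3.20 and -2.50. They varied together among arrays of one group, with a mean pairwise correlation of 0.965 between their deviations from the group means. Much of this is shared with other falls. Random sets of 7 among the 145 circRNAs that fell 2-fold on the deposited values had a median of 0.826. For the 12 circRNAs with a RefSeq transcript in Table 2, the symbol is the same in the RefSeq annotation of GRCm38.p6.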

**Figure 3:**
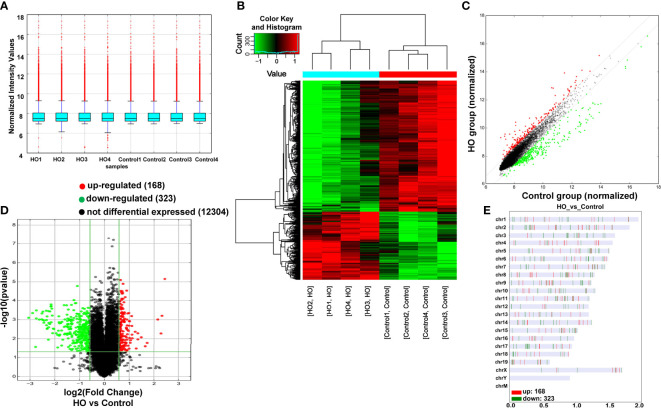
Differentially expressed profile of circRNAs between HO and control samples. **(A)** The box plot shows the distribution of circRNAs between HO and control samples. **(B)** The Hierarchical clustering plot indicates the differentially expressed circRNA profiles in the eight samples. “Red” represents the higher expression, while “green” represents the lower expression level. **(C)** The scatter plot demonstrates the differentially expressed circRNA profiles in the eight samples. **(D)** The volcano plot exhibits the distinguishable circRNAs expressions. **(E)** Chromosomal distributions of circRNAs in HO and control samples.

**Table 2:** Biological information for the top 10 upregulated and downregulated circRNAs.

CircRNA ID	*P*-value	Fold change	Chromosome	CircRNA type	Best transcript	Gene Symbol
Upregulated						
mmu_circRNA_29625	7.08914E-06	5.4093633	chr16	exonic	NM_028295	Pdia5
mmu_circRNA_24245	0.000629008	4.982093	chr11	exonic	NM_145436	Cdc27
mmu_circRNA_45921	0.005279066	4.8450605	chrX	exonic	NM_172783	Phka2
mmu_circRNA_19469	0.000983826	4.4320693	chr7	antisense	NM_009277	Trim21
mmu_circRNA_28874	0.016639406	3.2943937	chr15	exonic	NM_029946	Efcab6
mmu_circRNA_43813	0.024866247	3.1372888	chr9	exonic	NM_146221	Zfp426
mmu_circRNA_007951	0.008395959	2.7962011	chr8	sense overlapping	NM_001081415	Samd1
mmu_circRNA_21813	0.010790482	2.5414307	chr10	exonic	NM_172495	Ncoa7
mmu_circRNA_34414	0.005167793	2.5414159	chr2	exonic	NM_032393	Map1a
mmu_circRNA_37783	0.032643936	2.4375915	chr4	exonic	NM_016799	Srrm1
Down-regulated						
mmu_circRNA_018683	0.00079836	-8.2956948	chr17	sense overlapping	None	–
mmu_circRNA_009370	0.000450913	-7.440702	chr17	sense overlapping	None	–
mmu_circRNA_20066	0.027083247	-6.8369871	chr1	sense overlapping	uc029qoi.1	DQ715306
mmu_circRNA_010749	0.000864345	-6.706647	chr17	sense overlapping	None	–
mmu_circRNA_016863	0.000327654	-6.6996484	chr17	sense overlapping	None	–
mmu_circRNA_005915	0.000992073	-6.1665456	chr17	sense overlapping	None	–
mmu_circRNA_008051	0.000965598	-5.7502166	chr17	sense overlapping	None	–
mmu_circRNA_19450	0.000473563	-5.7329777	chr7	sense overlapping	NM_007590	Calm3
mmu_circRNA_001769	0.001037835	-5.6092089	chr17	sense overlapping	None	–
mmu_circRNA_41204	0.000380114	-5.5755345	chr7	sense overlapping	NM_007590	Calm3

### 3.3 Validation of the microarray data by qRT-PCR

To further verify the accuracy of the results, 10 DE-circRNAs comprising five upregulated and five downregulated circRNAs were selected at random for qRT-PCR analysis (**Figure 4**). The results revealed that the expressions of mmu_circRNA_43813, mmu_circRNA_34414, mmu_circRNA_21813, mmu_circRNA_24245 and mmu_circRNA_37783 were significantly upregulated in HO tissues, and the expressions of mmu_circRNA_41257, mmu_circRNA_000595, mmu_circRNA_35735, mmu_circRNA_36033 and mmu_circRNA_41256 were significantly downregulated in HO tissues. Thus, the qRT-PCR results were in accordance with microarray analysis, which confirms the reliability of our circRNAs expression profile.

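On the arrays, the 5 upregulated circRNAs that were tested by qRT-PCR were each higher in HO. Their direction was fixed in advance, because Table 2 took them from the same arrays for their change. It is therefore no separate test of the qRT-PCR. The log2 fold change was 2.00 for mmu_circRNA_43813 (standard error 0.49, adjusted p = 0.018 in limma), 1.52 for mmu_circRNA_34414 (standard error 0.34, adjusted p = 0.013) and 1.20 for mmu_circRNA_21813 (standard error 0.31, adjusted p = 0.022). It was 1.17 for mmu_circRNA_37783 (standard error 0.32, adjusted p = 0.027), and mmu_circRNA_24245 rose furthest of the 5. For mmu_circRNA_21813, control 3 lay apart below the other control arrays (12.55 to 12.66). On the authors' deposited values, the adjusted p in limma was above 0.05 for mmu_circRNA_43813 (0.051) and mmu_circRNA_37783 (0.063), which were past 0.05 in 6 and 10 of 25 alternative settings; mmu_circRNA_21813 was in 5. The 5 downregulated circRNAs were not analysed here, because no table pairs their names with probes.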

**Figure 4:**
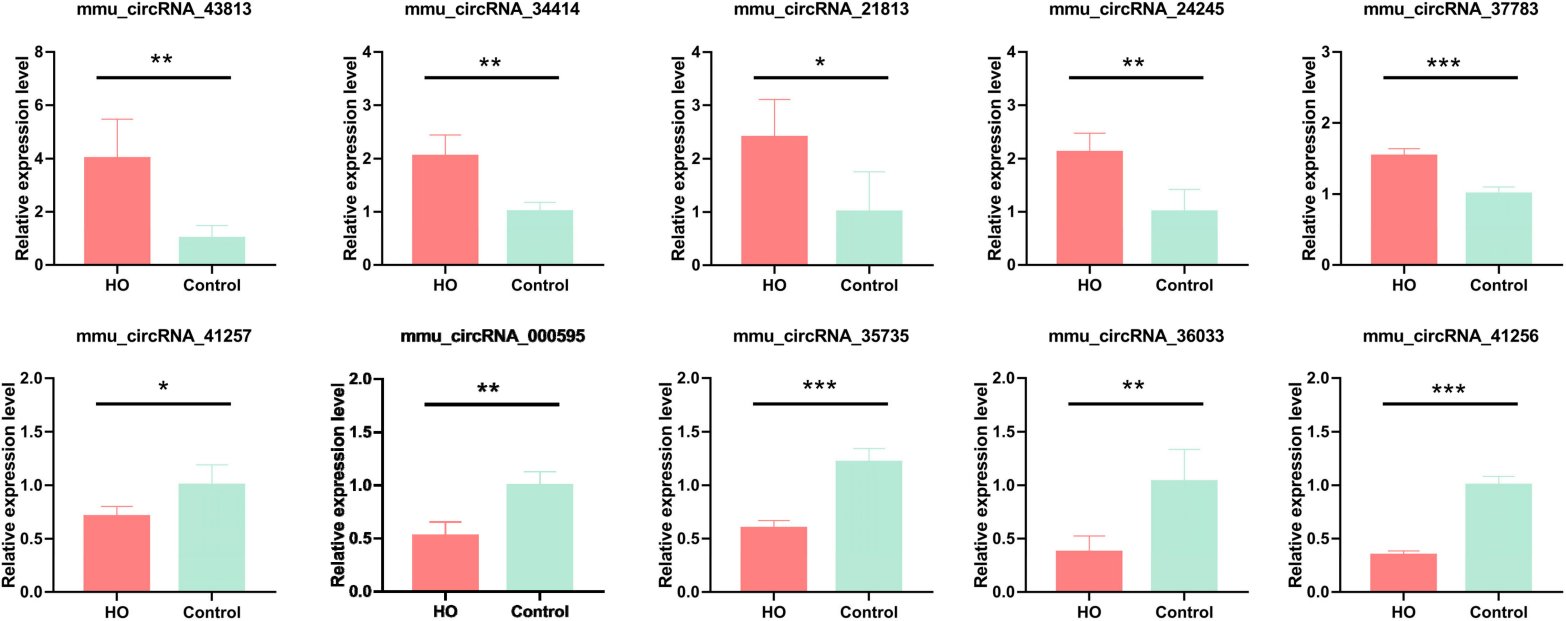
Validation of the randomly selected 10 DE-circRNAs by qRT-PCR. Changes in DE-circRNAs expressions were confirmed using qRT-PCR in the control and HO groups (n = 4). *p < 0.05, **p < 0.01, ***p < 0.001. DE-circRNAs, differentially expressed circRNA.

### 3.4 GO and KEGG analyses of the parental genes of circRNAs in HO tissues

The GO analysis and KEGG pathway analysis were performed to investigate the biological function of the targeted genes of circRNAs. As shown in **Figures 5A, B**, the GO analysis demonstrated that the most significantly upregulated biological process was involved in the cellular process (GO:0009987), while the most significantly downregulated biological process was involved in the establishment of localization in cell (GO:0051649). In the cellular component analysis, the most significantly upregulated and downregulated item was both “intracellular” (GO:0005622). As for the molecular function analysis, the most significantly upregulated and downregulated items were “binding” (GO:0005488) and “protein binding” (GO:0005515), respectively. In KEGG pathway analysis (**Figures 5C, D**), 10 upregulated and 10 downregulated pathways with the most significant differences were identified. The upregulated pathways principally comprised the ubiquitin-mediated proteolysis, progesterone-mediated oocyte maturation, protein processing in the endoplasmic reticulum and small cell lung cancer, and the downregulated pathways principally comprised the calcium signaling pathway, glucagon signaling pathway and insulin signaling pathway.

**Figure 5:**
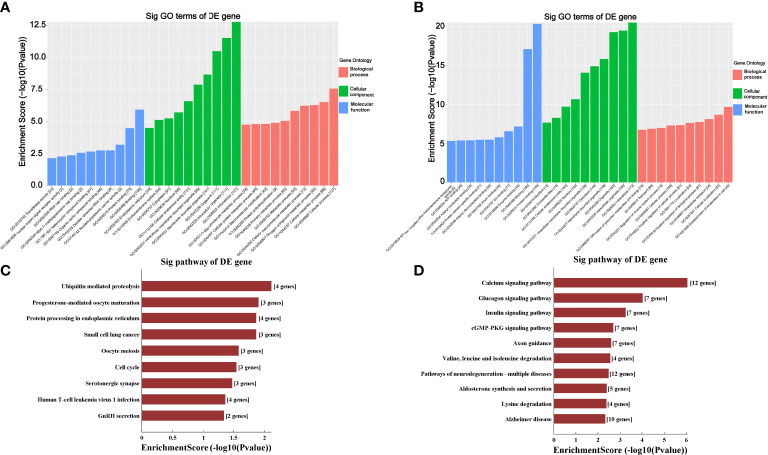
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses for upregulated and downregulated circRNAs. **(A, B)** GO analysis predicted the top 10 upregulated **(A)** and the top 10 downregulated **(B)** enriched genes in biological processes, cellular components or molecular functions based on their fold enrichment scores. **(C, D)** KEGG pathway analysis predicted the top 10 upregulated **(C)** and the top 10 downregulated **(D)** enriched pathways of DE-circRNAs parental genes. Sig, significantly; DE-circRNAs, differentially expressed circRNAs; DE-genes, differentially expressed genes.

### 3.5 Identification of circRNA-targeting miRNAs and construction of circRNA-miRNA-mRNA networks

To preliminarily explore whether the DE-circRNAs can function as miRNA sponges, we identified the top 5 miRNAs that may bind to it based predicted by Arraystar’s home-made miRNA target prediction software based on TargetScan and miRanda. 

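Ranked by unadjusted p in limma on the scanner values, mmu_circRNA_29625 stood at place 3 and mmu_circRNA_24245 at place 94 of the 12813 circRNAs tested. On the deposited values, 168 rises passed 1.5-fold at an unadjusted p of at most 0.05 in the methods' t-test. Among rises of any fold change there, that test put mmu_circRNA_29625 at place 16 and mmu_circRNA_24245 at place 277. The files do not say which of the circRNAs ranked above them are exonic. By fold change these circRNAs head the rises of Table 2, so the places by p are another measure than fold change. For the downregulated circRNAs mmu_circRNA_29047 and mmu_circRNA_000595, no values were analysed here.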

The predicted interaction sites of the most significantly upregulated exonic circRNA-mmu_circRNA_29625 and mmu_circRNA_24245, and the most significantly downregulated exonic circRNA-mmu_circRNA_29047 and mmu_circRNA_000595 were displayed in **Figure 6**. To better explore and predict the underlying functions of DE-circRNAs during the process of HO formation, a circRNA-miRNA-mRNA regulatory network was constructed with the above circRNAs as decoys (**Figure 7**). The network suggested that circRNAs could indirectly regulate miRNA-target genes by competitively binding to miRNA.

**Figure 6:**
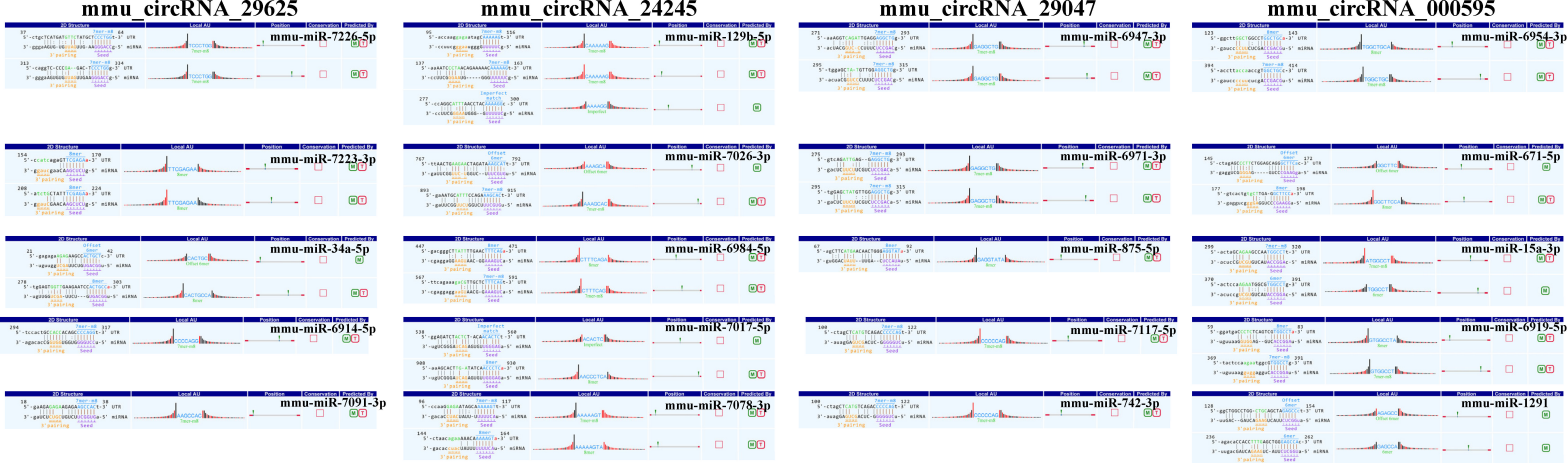
The direct interaction of the four most significantly upregulated and downregulated exonic circRNAs with their related miRNAs predicted by TargetScan and miRanda. M, miRanda; T, TargetScan.

**Figure 7:**
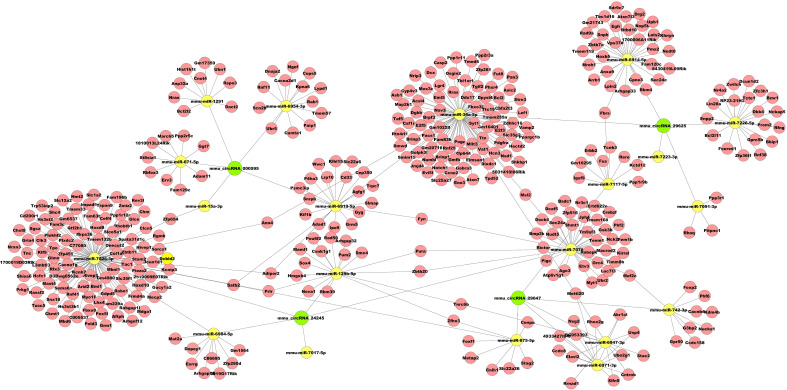
Representative circRNA-miRNA-mRNA network constructed by Cytoscape software.

## 4 Discussion

CircRNAs are conserved endogenous products and characterized by a covalently closed loop structure without the 5’ to 3’ polarity, which play critical functions in the biological process (16). The roles of circRNAs in skeletal disorders, including bone defects, osteoporosis, osteoarthritis and osteonecrosis of the femoral head, have been reported (13–15). However, few data are available concerning whether the expression of circRNA changes in traumatic HO, and no circRNA regulatory network has been established in traumatic HO. Systemic exploration of the circRNA profile in the traumatic HO tissues may provide a new perspective for investigating the mechanism of this pathological osteogenesis in terms of circRNAs. In the present study, we identified a total of 168 upregulated and 323 downregulated circRNAs in HO lesions through microarray assay. Among them, 10 DE-circRNAs were randomly selected for validation the results of microarray assay using qRT-PCR. The expression trends of these circRNAs were similar to the microarray analysis results. Our results first identified new circRNAs that may participate in the traumatic HO formation, providing novel treatment targets and diagnostic markers for this thorny disease.

In addition, GO enrichment and KEGG pathway analysis were also conducted to annotate the predicted target genes of circRNAs functionally. GO analysis revealed that these DE-circRNAs were involved in several cellular processes, including regulation of the cellular metabolic process, nitrogen compound metabolic process and cellular macromolecule metabolic process. In addition, KEGG enrichment analysis revealed that the upregulated pathways included the ubiquitin-mediated proteolysis, progesterone-mediated oocyte maturation, protein processing in the endoplasmic reticulum and small cell lung cancer, and downregulated pathways included the calcium signaling pathway, glucagon signaling pathway and insulin signaling pathway had a close relationship with the DE-circRNAs in HO samples. Among the detected pathways, activating the ubiquitin-mediated proteolysis has been reported to have facilitating effects on osteogenic differentiation (24). Thus, we speculate that the DE-circRNAs may be involved in the process of pathological osteogenesis during the HO formation *via* regulating different signaling pathways.

Recently, studies on the regulation of non-coding RNA in traumatic HO have increased, particularly miRNA. Geng et al. demonstrated that overexpression of mechanical sensitive miR-337-3p could alleviate ectopic ossification in a rat tendinopathy model *via* targeting IRS1 and Nox4 of tendon-derived stem cells (25). Tu et al. found that miR-203 could inhibit traumatic HO by targeting Runx2 (26). Jaira et al. identified that miR-1 and miR-206 were upregulated in samples obtained from HO-positive patients. The upregulation of miR-1 and miR-206 could enhance the differentiation of bone-forming cells (osteoblasts) and mineralization of human multipotent progenitor cells *via* targeting Sox9 (27). As circRNAs could negatively regulate the miRNAs upon target mRNAs as sponges or function with RNA binding protein (RBP) to regulate their parent genes (17), we examined circRNA-miRNA interactions by bioinformatics analysis, and discovered that each selected circRNA, containing at least one miRNA binding sites, was able to interact with several miRNAs. The results suggested that circRNAs participated in traumatic HO formation putatively through targeted miRNA and indirectly regulated gene expression.

To further understand the possible regulatory mechanism of DE-circRNAs in traumatic HO, the circRNA-miRNA-mRNA networks were established for mmu_circRNA_29625 mmu_circRNA_24245, which were the most significantly upregulated exonic circRNAs, and mmu_circRNA_29047 and mmu_circRNA_000595, which were the most significantly downregulated exonic circRNAs. The networks served as a shred of credible evidence that the exonic DE-circRNA participate in the pathogenesis of HO by negatively regulating the miRNAs upon target mRNAs as sponges. Among the predicted miRNAs, the mmu_miR-34a-5p, which could interact with mmu_circRNA_29625, has been reported to inhibit osteogenic differentiation and *in vivo* bone formation of osteoblasts by mediating the reduction of JAG1 expression (28). Therefore, mmu_circRNA_29625 has the potential to stimulate the osteogenic differentiation of TMPCs through competitive inhibition of mmu_miR-34a-5p, and then promote the HO formation. Furthermore, the potential target genes of mmu_circRNA_29625-mmu_miR-34a-5p were also shown in the network, such as Notch1, which are critical members of the Notch pathway served as the single-pass transmembrane receptor (29). The activation of Notch1 has been reported to accelerate the differentiation of osteoblasts to osteocytes (30, 31) and participate in craniofacial, axial, and appendicular skeletal development and fracture healing (32, 33). To our knowledge, few data were available concerning the roles of mmu_circRNA_29625, mmu_miR-34a-5p and Notch pathway in HO, and further biological experiments are warranted to investigate their possible roles.

In addition, mmu_circRNA_24245 could also regulate mmu_miR-129b-5p binding to the Sox4 gene exhibited in the network. Previous research has demonstrated that inhibiting miR-129-5p expression could activate the BMP2/Smad pathway, thereby showing stimulative effects on osteogenic differentiation of human periodontal ligament stem cells, similar to TMPCS which contribute to HO under inflammatory insult (34). Sox4 is expressed in numerous progenitor cell types, including skeletal progenitors, and is necessary for cell survival during mesenchyme formation (35). Besides, Sox4 may promote cell migration and TGF-β-induced epithelial-to-mesenchymal transition (EMT) (36), which has been proven to participate in HO formation and occurs in response to inflammatory cytokines, such as BMP-4 and TGF-β (37, 38). Based on the above crosstalk, we thus speculate that the mmu_circRNA_24245-mmu_miR-129b-5p-Sox4 axis may also be a critical signaling that promotes traumatic HO formation.

Some potential limitations also existed in our study. Firstly, we have only provided a new perspective for investigating the mechanism of HO formation in terms of circRNAs, and it is necessary to explore the potential functions of these DE-circRNAs by further research. Secondly, because male patients are more likely to develop HO than females (39), we only used male mice to establish the HO model to avoid the effect of gender difference on circRNA expression. It is necessary to further explore the differences in circRNA expression between different genders. Finally, the HO samples were only collected at one time point after surgery. Further research screening out the DE-circRNAs based on a time axis after surgery might provide more clinical significance for diagnosing or monitoring traumatic HO formation.

## Conclusion

In conclusion, our study first demonstrated the expression profiles and predicted the potential functions of circRNAs in mice traumatic HO. The results provide new clues for the elucidation of mechanisms as well as novel potential peripheral biological diagnostic markers and therapeutic targets for traumatic HO.

## Data availability statement

The datasets presented in this study can be found in Gene Expression Omnibus (GEO) with accession number GSE217301.

## Ethics statement

All experiments were approved by the Experimental Animal Welfare Ethics Committee of Zhongnan Hospital of Wuhan University under animal protocol number ZN2021153.

## Author contributions

QL, ZL and AY participated in the study design and conception. ZW, XY and YL implemented the experiment and collected and analyzed the data. ZW and XY interpreted the data and drafted the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

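Tissue of 4 mice with traumatic HO and 4 control mice, taken 9 weeks after surgery, was measured on 1-colour Agilent circRNA arrays, 1 array per mouse. The authors extracted the spots with Agilent Feature Extraction 11.0.1.1 and deposited the scanner output, in which each spot has an intensity on a linear scale. The processed signal there is already background corrected within the array and is not normalized between arrays. The authors also deposited a table of quantile normalized log2 values for 14218 of the 14236 circRNA probes, without a filter on intensity. The background step behind that table is not stated in the methods. It was found by comparing 60 combinations of background method, offset and spot set with the deposited log2 values, with no use of the groups. Normexp on the spot and background medians with an offset of 16 over all spots, quantile normalization and log2 gave the deposited values to within 5e-09, and the next closest combination differed by 0.00369 on average.

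The design, the tests and the alternatives were set before the data were examined, except where another time is named. The log2 processed signal of the circRNA probes was quantile normalized between arrays after leaving out control spots and spots marked as outliers, and circRNAs well above background on at least 4 of the 8 arrays were kept (12813). For its filter the paper's text names flags of Present or Marginal ("All Targets Value") and gives no number of arrays. A spot marked as an outlier was not counted as above background, which was settled after 5 filters had been tried on the deposited table and is varied among the alternatives. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, Benjamini-Hochberg adjustment). The paper's thresholds of 2-fold and an unadjusted p of 0.05 were applied, and the count at an adjusted p of 0.05 is given beside them. The methods' t-test was run as an alternative. The design named the mean spot signal for the alternatives with another background correction. The files hold the median spot signal, which was used in its place.

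Circular RNAs are listed in the files by probe number. The 20 circRNAs of Table 2 were joined to probes by fold change and P value, within a relative tolerance of 1e-05 for both, and 1 probe met this for each. That their values in the deposited table equal those of Table 2 therefore follows from the join. The processed signal was not used in the join. It comes from the same scans of the same arrays, processed another way, so it is no separate measurement. The circRNAs named in the text are those of Tables 1 and 2 and section 3.5 that could be joined, and the 5 largest rises and 5 largest falls among circRNAs with an adjusted p of at most 0.05, at least 2-fold and without overlap of the groups. Probes not well above background on any array of a group were not ranked. At most 2 unnamed probes per direction are printed. The arrays' chromosome, host gene, GO and KEGG results were not analysed here, since no table given pairs probes with positions or genes, and lists of muscle and bone genes fixed in advance were not tested for the same reason. Linear transcript probes on the arrays (50) were named through RefSeq accessions of GRCm38.p6, of which 44 matched.

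The 14 probes that the array names as circRNA controls, the 15 negative control probes and the linear transcript probes, with 10 spots each, were normalized together with the circRNA probes, averaged per array and tested with limma and the methods' t-test, and this was added after the data were seen. Alternatives were the methods' t-test, a trend in limma, array weights, a 1.5-fold threshold, adjusted p with 2-fold, Benjamini-Yekutieli adjustment, 75th percentile and median scaling, normexp with an offset of 50, no background correction, the deposited values, 4 other filters, outlier spots kept, the replicate number as a block, and each array left out. For the separation of the groups, 1 minus the Pearson correlation and the 1000 circRNAs of highest variance were also used. Chosen after seeing the data were the deposited values with the methods' t-test at 2-fold and 1.5-fold, normexp with an offset of 16, and an offset of 16 added to the processed signal. All 8 arrays lie on 1 slide; 7 share a scan and HO 3 has its own, so a scan block would equal leaving out HO 3.

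The fit was tested on simulated data for the HO against control comparison, with 200 of 12776 circRNAs changed. At a true log2 change of 2, limma recovered 88% of them at an adjusted p of 0.05 with 15 unchanged circRNAs called, and at a true change of 1 it recovered 33.5%. The simulated noise was normal, independent between circRNAs and of the same spread in both groups. In the real data, falling circRNAs varied together, and mmu_circRNA_018683 had an SD of 1.16 in HO and 0.17 in control. Far more circRNAs were also called (3569). The simulated rates therefore do not give the rates of recovery or false calls in these data. Precision is limited by the 4 arrays per group.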

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

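The tests of the Hspb7 probe, of the circRNA control probes and of the negative control probes were chosen after the results they concern had been seen, as was the margin used to read the negative control probes.

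Of 62 groups of 4 arrays tested for a single array far from the others, 5 stood out, all in the control group, where chance gives about 1 in 20. Control 1 detected fewer circRNAs than the other control arrays, 12419 against 13703 to 13840, with a gap of 0.904 of the group's range. It was also the lowest control array for mmu_circRNA_009370 (12.35, gap 0.874) and for a probe of the linear transcript of Hspb7 (10.03 against 10.70 to 10.79, gap 0.881). Control 3 was the lowest for mmu_circRNA_21813 (11.78, gap 0.868) and for the unnamed probe ASCRP4010520 (2.01, gap 0.876). Over circRNAs called without it, control 1 lay at a median of 0.262 of the way from the control mean to the HO mean, the farthest of the 4 control arrays. No biological explanation was tested for these arrays.

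The arrays carry 50 probes for linear transcripts, which the paper does not report on and which RNase R treatment is meant to deplete. The probe of Hspb7, with 10 spots per array, fell most. Its log2 signal was 7.56 ± 0.76 (SD, n = 4) on the HO arrays and 10.56 ± 0.36 on the control arrays, a log2 fold change of -3.01 (standard error 0.36, adjusted p = 0.0035 in limma). It was -2.75 with 75th percentile scaling, -2.45 with median scaling and -2.31 on values processed as deposited. Among the other linear probes the largest fall was -1.72, and over all 50 the methods' t-test called 12 rises and 5 falls past 1.5-fold (10 and 10 with 75th percentile scaling, 16 and 8 with median scaling, 3 and 2 on values processed as deposited). Each of these processings scales the arrays to each other, so the other linear probes cannot test lower brightness of the HO arrays. Within its own array, Hspb7 stood at percentile 96.6 to 98.1 of the circRNA probes on the control arrays. On the HO arrays it stood at 71.1 to 87.3. A loss of brightness shared by all probes would leave that rank unchanged. Such a loss is therefore argued against as the whole cause of the Hspb7 fall. How much linear RNA was left on each array was not tested, and a difference in the tissue harvested stays open and was not tested. Hspb7 was singled out after its values were seen.

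Among the 15 negative control probes, 26.7% had an unadjusted p of at most 0.05 in the methods' t-test on values processed as deposited, against 22.7% of circRNAs of the same brightness. The rate was 33.3% against 32.3% on the quantile normalized processed signal, 33.3% against 40.3% with 75th percentile scaling and 20.0% against 36.5% with median scaling. The changes on the values processed as deposited lay between -0.12 and 0.25 on the log2 scale, none reached 1.5-fold, and none had an adjusted p of at most 0.05 in limma. In the other 3 processings, in the order given, 4, 5 and 2 of the 15 had an adjusted p of at most 0.05 in limma, and the methods' t-test called 20.0%, 33.3% and 13.3% past 1.5-fold, against 28.7%, 36.3% and 33.1% of the circRNAs of the same brightness. Whether unequal non-specific hybridization adds to the small changes of dim circRNAs cannot be told apart from the group difference, because the comparison at an unadjusted p of 0.05 went both ways among the 4 processings, and that at 1.5-fold, lower for the negative control probes in these 3, rests on the same 15 probes and arrays.

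Of the 14 probes that the array names as circRNA controls, which the paper does not report on and whose use the files do not state, 78.6% passed 1.5-fold with an unadjusted p of at most 0.05 in the methods' t-test, against 27.3% of the circRNAs tested in the same values. Of these probes 10 fell and 1 rose, and 12 of the 14 had an adjusted p of at most 0.05 in limma. With 75th percentile scaling 10 fell and 1 rose, with median scaling 9 fell and 1 rose, and on values processed as deposited 6 fell and none rose. On the quantile normalized processed signal the log2 fold changes lay between -2.01 and 0.60. If the probes are meant to stay level between samples, their fall bears on every circRNA called lower in HO. No explanation was tested for them.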

How the results depend on the processing

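The scan block was not run, since 1 scan holds only HO 3, and the chromosome and gene list results were not run. The counts over other splits of the samples were chosen after the results were seen. The deposited values with the methods' t-test, normexp with an offset of 16 and the offset of 16 added to the processed signal were chosen after seeing the data.

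The count of circRNAs past 2-fold and an unadjusted p of 0.05 (1756, with 654 higher and 1102 lower in HO) depended most on the background correction and the threshold. It was 200 (26 higher, 174 lower) with normexp and an offset of 50, 479 (108 and 371) without background correction, 166 (20 and 146) on the deposited values, 167 (21 and 146) with normexp and an offset of 16, 655 (169 and 486) with 16 added to the processed signal, 164 (19 and 145) on the deposited values with the methods' t-test and 491 (168 and 323) with that test at 1.5-fold. At 1.5-fold on the scanner values it was 4079 (1973 and 2106). An offset shrinks the fold changes of dim circRNAs by its construction. With circRNAs well above background on all 8 arrays it was 993 (495 lower) of 9562 tested. Scaling moved the directions. With 75th percentile scaling 373 were higher and 2233 lower, and with median scaling 1105 were higher; the median log2 fold change of all circRNAs tested shifted to -0.16 and 0.15, against 0.05. The cause was not tested. Without single arrays the count ran from 1414 to 2393, with 562 to 921 higher and 833 to 1472 lower.

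The count at an adjusted p of 0.05 (3569, with 1810 higher and 1759 lower) was 5411 (2766 and 2645) with array weights, 1943 (984 and 959) on the deposited values with the methods' t-test, and 338 (194 and 144) with Benjamini-Yekutieli adjustment, which is stricter by construction. With median scaling 2925 were higher and 1956 lower, and with 75th percentile scaling 1443 were higher and 3134 lower. With circRNAs well above background on all 8 arrays 1749 were higher and 1143 lower, where the filter drops falls that end below detection on an HO array. Without single arrays it ran from 1759 (without control 4) to 5185 (without HO 3), with 948 to 2664 higher and 811 to 2521 lower, and it was 2251 without control 2, 1971 without control 3 and 2221 without HO 1. Apart from the adjustment, the cause of these shifts was not tested.

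With the replicate number as a block it was 5724 (3012 and 2712). The deviations of same-numbered arrays from their group means correlated at 0.465, 0.384, 0.728 and 0.087 for numbers 1 to 4. The means for differently numbered arrays were -0.130, -0.076, -0.295 and -0.053. Deviations within a group cancel, which by itself pulls these means down where same-numbered arrays go together. The value for number 4 is under the 0.1 asked of every number, so the numbers were not taken to pair the samples. The paper writes of 4 pairs of tissues and does not say what pairs them. An effect shared by same-numbered arrays stays open. Same-numbered arrays also lie in one column of the slide, which the same block covers.

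Of the 35 splits of the 8 arrays into groups of 4, only the real 1 gave as many circRNAs at 2-fold and p 0.05, and only the real 1 at adjusted p 0.05, so chance can be excluded for both counts at the smallest share the design allows. The next largest count at 2-fold was 1355, for the split that exchanges control 1 with HO 3. No other split gave any circRNA at an adjusted p of 0.05 in limma, with up to 4287 at an unadjusted p of 0.05, against 5387 for the real split.

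The separation of the groups stayed the largest of the 35 splits under each other scaling, background, filter and distance tried. Without single arrays it ran from 25.4 to 47.5, and it was 1 of the 2 largest splits (one-sided exact permutation test, p = 0.057) when a control array was left out. With 75th percentile scaling the array medians differed by up to 0.432. Among 672 pairs of a named circRNA and an alternative, none changed direction, and 43 no longer had an adjusted p of at most 0.05, of which 11 were for mmu_circRNA_20066 and 10 for mmu_circRNA_37783. The number of circRNAs well above background, lower on the HO arrays, limits what can be measured for dim circRNAs there.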

Differences from the paper's values

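The paper reports 491 DE-circRNAs at 2-fold, and 1756 were called here. Of the alternatives set before the data were examined, the count without background correction (479) came within 1.5 times of the paper's, and the other alternatives did not. The paper's 168 upregulated circRNAs compare with 654 here, and none of those alternatives came within 1.5 times. Its 323 downregulated circRNAs compare with 1102, and only the setting without background correction (371) came within 1.5 times. The deposited values with the methods' t-test at 1.5-fold, a combination chosen after seeing the values, gave 491, 168 and 323, and left 12304 not called after the filter, the number printed in Fig. 3D. The vertical lines of Fig. 3D stand at about 1.5-fold, read by eye. An offset of 16 added to the processed signal, also chosen after seeing the values, gave 655 in all and 169 higher in HO, both within 1.5 times of the paper's, and 486 lower, which was not. At the 2-fold threshold that the paper states, the same values and test gave 164, with 19 higher and 145 lower.

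For 3 circRNAs of Table 2 the fold change differed by more than its standard error. A setting met the paper's value if the gap was within that setting's own standard error. That error measures spread among arrays, not the gap between 2 processings of the same arrays. A larger standard error alone can therefore meet it, as in the methods' t-test, which leaves each fold change as it was. For mmu_circRNA_24245 the paper's value is 4.982093 and 8.74 was found here. The paper's value was met by normexp with an offset of 50 (5.00) and by the deposited values, and by none of the other alternatives. For mmu_circRNA_28874 the paper's value is 3.2943937 and 4.95 was found here. It was met by the methods' t-test with its larger standard error, by normexp with an offset of 50 (3.31), without background correction (4.48), by the deposited values, and without control 1, control 2, control 4, HO 3 or HO 4, and not by the others. For mmu_circRNA_41204 the paper's value is -5.5755345 and -7.62 was found here. It was met by the methods' t-test, by 75th percentile scaling (-6.17), median scaling (-5.01), normexp with an offset of 50 (-5.30), no background correction (-7.11), the deposited values, and without control 3, control 4, HO 1 or HO 2, and not by the others. Of the settings chosen after seeing the values, the offset of 16 added to the processed signal met the paper's values of mmu_circRNA_28874 (4.60) and mmu_circRNA_41204 (-7.24) and not that of mmu_circRNA_24245 (7.97), and normexp with an offset of 16 met all 3. The deposited values, and normexp with an offset of 16 that rebuilds them, meet all 3 because Table 2 was joined to probes through them.

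The paper gives mmu_circRNA_29625 as the circRNA with the highest fold change, and it ranked 8 among rises here, with mmu_circRNA_24245 first. The probes ranked 2 to 5 were dim in control, with log2 means of 2.38 to 4.57. On the deposited values their log2 fold changes were only 0.29 to 0.89. The paper gives mmu_circRNA_018683 as the lowest, and it ranked 2 among falls. On the deposited values each had the largest change in its direction. The paper names mmu_circRNA_29625 and mmu_circRNA_24245 as the most significantly upregulated exonic circRNAs. They head the rises of Table 2 by fold change, and by that measure the naming holds. By p in the methods' t-test on the deposited values, they stood at places 16 and 277 among rises of any type and any fold change. In the paper's Fig. 3B the HO samples cluster together on DE-circRNAs, and over all circRNAs tested HO 3 clustered with the control arrays on the scanner values, and HO 3 and HO 4 did on the deposited values.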

Other observations

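The test of the separate scan, the use of the share of circRNAs nearer the HO mean against a mislabelled sample, and the margins used to read that share, the median position and the brightness of HO 3 were chosen after the values had been seen. As first written, a median position between the groups would have argued against a mislabelled sample, and the lowest brightness among the HO arrays would have counted for an effect of the scan. The tests of detected probes, of the median position of HO 3 and of the chromosome 17 circRNAs were written before their values were computed.

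The HO arrays detected fewer circRNAs than the control arrays, and the group difference ran along the same axis. Among the 4 HO arrays alone, circRNAs that were lower on arrays with fewer detected probes also tended to be lower in HO than in control. The correlation across circRNAs between that slope and the log2 fold change was -0.509, the lowest of the 24 orders of the HO arrays, and among the 4 control arrays it was -0.563, with 2 of 24 orders as low. CircRNAs are not independent replicates. On the deposited values the correlations were -0.322 (4 of 24 orders as low) and -0.533 (1 of 24). With the number of detected probes as a covariate, limma called no circRNA at an adjusted p of 0.05, against 3569 without it. At an unadjusted p of 0.05 the fit with the covariate called 2246, and 1002 with 2-fold as well. The covariate differs between the groups with no overlap, so that fit has little power to separate the 2. A candidate explanation is that lower detection on the HO arrays adds to the difference over many circRNAs, and a gradient in tissue make-up or in the extent of HO that also changes how many circRNAs are detected may give the same values. The data hold nothing that tells these apart.

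In median position HO 3 lay between the groups. Over the 2393 circRNAs called without it, its median position was 0.402 between the control mean (0) and the HO mean (1), against 0.799 to 1.34 for the other HO arrays and -0.233 to 0.262 for the control arrays. By mean Euclidean distance to the control arrays HO 4 was nearer (79.6 against 81.7), and the array nearest to HO 3 was HO 4 (61.9). HO 3 lay nearer the HO mean for 37.4% of these circRNAs, against 0.991% to 13.9% for the control arrays left out in the same way, whose mean plus 2 SD is 18.0%. This argues against a control mouse labelled as HO. The other measures were less clear: the median position of HO 3 was under 0.455, 2 SD above the control arrays' mean position, and HO 3 lay beyond all control arrays for 65.2% of the circRNAs called without it and control 1 beyond the other control arrays for 65.1%. A mouse with a smaller change stays open. The Hspb7 probe, looked at afterwards, stood at 8.22 on HO 3, with HO 4 at 8.21 and no control array under 10.03. HO 3 was scanned separately. Its median log2 signal before normalization was 5.001, against 5.003 to 5.873 on the other HO arrays, a gap too small to read from 1 array. Its upper quartile was lower, at 6.55 against 6.74 to 7.60. The median of its negative control probes was also lower, at 1.82 against 2.46 to 3.23. Its lower quartile of 3.59 was above the 3.24 of HO 2. That scan holds only HO 3, so an effect of the scan cannot be told apart from that mouse. A mixed sample may also give an intermediate position and was not tested.

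The 7 circRNAs of chromosome 17 without a transcript among the falls of Table 2 varied together. Their mean pairwise correlation of 0.965 was reached by 7 of 10000 random sets of 7 among the 145 circRNAs that fell 2-fold on the deposited values, whose median was 0.826. On the deposited values it was 0.953, reached by 2 of 10000 sets. A hypothesis is that several of these probes may read one abundant RNA or overlapping RNAs, in which case they are not 7 separate results. Their sequences were not analysed here.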
